# Alginate oligosaccharides increase boar semen quality by affecting gut microbiota and metabolites in blood and sperm

**DOI:** 10.3389/fmicb.2022.982152

**Published:** 2022-08-22

**Authors:** Hui Han, Yexun Zhou, Bohui Xiong, Ruqing Zhong, Yue Jiang, Haiqing Sun, Jiajian Tan, Bin Zhang, Chang Guan, Martine Schroyen, Liang Chen, Yong Zhao, Hongfu Zhang

**Keywords:** boar, alginate oligosaccharides, sperm motility, sperm concentration, *in vitro* fertilization, metabolism, gut microbiota

## Abstract

Alginate oligosaccharides (AOS), natural polymers from brown seaweeds (such as *Laminaria japonica*, *Undaria pinnatifida*, and *Sargassum fusiforme*), have been reported to possess many beneficial advantages for health. In the current study, after 9 weeks of dietary supplementation, AOS 10 mg/kg group (AOS 10) group increased boar sperm motility from 87.8% to 93.5%, *p* < 0.05. Moreover, AOS10 increased the relative abundances of *Bifidobacterium*, *Coprococcus*, *Butyricicoccus* (1.3–2.3-fold; *p* < 0.05) to increase the beneficial blood and sperm metabolites (1.2–1.6-fold; *p* < 0.05), and important sperm proteins such as gelsolin, Zn-alpha2 glycoprotein, Cation Channel Sperm-Associated Protein, outer dense fiber of sperm tails, etc. (1.5–2.2-fold; *p* < 0.05). AOS had a long-term beneficial advantage on boar semen quality by the increase in semen volume (175 vs. 160 ml/ejaculation, *p* < 0.05). AOS may be used as dietary additives for improving semen quality.

## Introduction

Alginate oligosaccharides (AOS), natural biodegradable polymers derived from the degradation of alginate (brown seaweed), are made up of α-L-guluronate (G) and β-D-mannuronate (M) linked by 1, 4-glycoside bonds (Hu et al., 2019). AOS have many biological advantages with the great characteristics: non-immunogenicity, non-toxicity, and biodegradability (Ueno et al., 2012; Moriya et al., 2013; Ruvinov and Cohen, 2016; Pritchard et al., 2017; Han et al., 2019; Hu et al., 2019). AOS can act as anti-inflammation (Moriya et al., 2013), anti-apoptosis (Tusi et al., 2011), anti-proliferation (Tajima et al., 1999), antioxidant activities (Tusi et al., 2011; Ueno et al., 2012; Guo et al., 2016), and even anti-cancer reagent (Yang et al., 2017). Recently, dietary AOS improved intestinal cell development and intestinal morphology and barrier function, and stimulating weaned pig growth (Wan et al., 2017, 2018a,b; Zhao et al., 2020a). Thus, AOS have been approved as a safe biopolymer by the U.S. Food and Drug Administration (reference no. 21CFR184.1724) to be applied in pharmaceutical, cosmeceutical, and nutraceutical fields (Park et al., 2016; Hu et al., 2019).

Reproductive biotechnologies, especially artificial insemination (AI), play a vital role in the genetic improvement of pigs and other farm animals (Singh et al., 2021). Moreover, AI not only makes significant contributions to the development of swine production worldwide, it also raises the importance of the reproductive efficiency of boars in pig herds (Tsakmakidis et al., 2010). Semen quality is used as a proxy measure of boar fertility owing to the close correlation between sperm quality with boar fertility, and it creates a desired effect on piglet production in terms of the reproductive performance of sows (Dong et al., 2016). In summary, good semen quality is fundamental for successful AI (Tsakmakidis et al., 2010; Singh et al., 2021).

The production and quality of semen not only depend on intrinsic factors such as breed (Wolf, 2009) and age (Huang et al., 2010), but also on environmental extrinsic factors, for example, temperature, photoperiod, and nutrition (Ciereszko et al., 2000; Yeste et al., 2010; Dong et al., 2016). Boar age and semen quality are factors that are considered in boar culling (Tsakmakidis et al., 2012). Reports show that a maximum semen volume and sperm concentration can be obtained from boars of ≤3.5 years of age (Smital, 2009; Tsakmakidis et al., 2012). Hormonal and cellular changes take place in males with aging, which alters sperm quality and fertilization capacity (Araujo and Wittert, 2011). Aging also induces a decrease in testosterone levels, which is involved with intrinsic and extrinsic factors associated with Leydig cells (Midzak et al., 2009; Araujo and Wittert, 2011; Tsakmakidis et al., 2012).

Nutrition influences boar libido, sperm output, semen quality, and fertility (sow pregnancy rate and litter sizes; Dong et al., 2016; Liu et al., 2017a). It is known that protein levels in the diet affect boar semen quality; both low protein or excessive protein can decrease sperm quality (Louis et al., 1994; Dong et al., 2016). Individual amino acids have potential impacts on semen quality (Ren et al., 2015) as follows: dietary lysine (1.03%) improves boar semen quality compared to 0.86% (Dong et al., 2016); supplementation of threonine benefits ram and boar sperm quality (Wilson et al., 2004); tryptophan significantly improves ram sperm motility (Pichardo et al., 2011; Dong et al., 2016). Furthermore, polyunsaturated fatty acids (PUFAs) have been shown to benefit sperm motility and fertility in human and animal studies (Murphy et al., 2017; Liu et al., 2017a). The major commercial source of omega-3 fatty acids [specifically docosahexaenoic acid (DHA)] are fish oils, and the most abundant source for linolenic acid is flaxseed (~53%). Chestnut polysaccharides have been discovered to improve the spermatogenesis and semen quality recently (Yu et al., 2020; Sun et al., 2022). With the great advantages, the purpose of this investigation was to explore AOS benefit boar semen quality and the underlying mechanisms.

## Materials and methods

### Materials and reagents

AOS (>98%) was from Qingdao BZ Oligo Biotech Co. Eosin, insulin, EGF, cysteine, pyruvate, kanamycin, paraformaldehyde, and Triton X-100 were from Sigma-Aldrich. BSA, goat serum, and TCM-199 medium were from Life Technologies Ltd. Polyvinylidene fluoride (PVDF) membrane was from Merck. E.Z.N.A.^®^ Stool DNA Kit was from Omega Bio-tek Inc. The antibodies were purchased from different companies listed in Supplementary Table S1.

### Boars and experimental design

All animal procedures were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of Chinese Academy of Agricultural Sciences (IAS2021-67). Twenty boars (~24 months of age; male) were used in this investigation at the artificial insemination center of Yangxiang Joint Stock Company (Guangxi, China; Guo et al., 2020). Boar feeding conditions have been previously reported (Supplementary Table S2; Wu et al., 2019a). Our preliminary study has found that 10 mg/kg was good concentration for improving boar semen quality. There were two treatments: (1) Control group (CON), 10 boars fed with a basal diet, and (2) AOS 10 mg/kg group (AOS 10), 10 boars fed with a basal diet plus 10 mg/kg body weight of AOS. Semen samples were collected after 9-week feeding (Figure 1A) by gloved-hand techniques. After collection, four semen parameters were assessed: semen volume, sperm concentration, sperm motility, and abnormal sperm rate, according to the reported methods (Wu et al., 2019b; Guo et al., 2020). Blood samples were harvested by venipuncture from the hindlimb vein of boars during ejaculations. Each blood sample was then centrifuged at 3000× g for 10 min at 4°C to obtain a plasma sample and subsequently stored at −80°C until analysis. Each boar’s rectum was massaged to stimulate defecation, and then, fresh feces were collected and stored at −80°C for subsequent microbiota analysis (Guo et al., 2020). The long-term effects of AOS on boar semen quality were determined. After AOS supplementation, all the boars were fed with basal diet (without AOS supplementation) for another 8 weeks. The semen was collected every 5 days and the semen quality was analyzed (Figure 1A).

**Figure 1:**
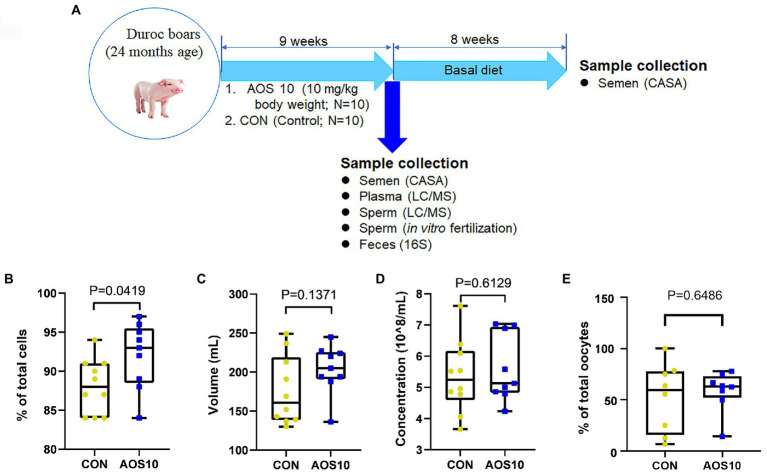
The impacts of AOS on boar sperm quality. **(A)** Study scheme. **(B)** Spermatozoa motility determined by CASA. Y-axis = % of total cells, X-axis = treatment group (mg/kg body weight). *n* = 10. **(C)** Semen volume. Y-axis = volume (ml), X-axis = treatment concentration (mg/kg body weight). *n* = 10. **(D)** Sperm concentration. Y-axis = sperm concentration (10^8/ml), X-axis = treatment group (mg/kg body weight). *n* = 10. **(E)** *In vitro* fertilization rate. Y-axis = % of total oocytes, X-axis = treatment group (mg/kg body weight). *n* = 10.

### Evaluation of spermatozoa motility using a computer-assisted sperm analysis system

Spermatozoa motility and concentration were determined by the computer-assisted sperm assay (CASA) method according to World Health Organization guidelines (WHO, 2010; Zhao et al., 2016; Zhang et al., 2018, 2019). Boar spermatozoa were incubated at 37.5°C for 30 min then samples were placed in a pre-warmed counting chamber (MICROPTIC S.L., Barcelona, Spain). The Microptic Sperm class analyzer (CASA system) was used in this investigation. It was equipped with a 20-fold objective, a camera adaptor (Eclipse E200, Nikon, Japan), and a camera (acA780-75gc, Basler, Germany); it was operated by an SCA sperm class analyzer (MICROPTIC S.L.).

### Morphological observations of spermatozoa

Boar sperm was stained with Eosin Y (1%; Zhao et al., 2016; Zhang et al., 2018, 2019). Spermatozoa abnormalities were then viewed using a bright-field microscopy (AH3-RFCA, Olympus, Tokyo, Japan) and were classified into head or tail morphological abnormalities: two heads, two tails, blunt hooks, and short tails. The examinations were repeated three times, and 500 spermatozoa per animal were scored.

### *In vitro* fertilization

The procedure for the preparation of porcine oocytes has been reported previously (Redel et al., 2019; Zhou et al., 2020). Porcine ovaries were obtained from a slaughterhouse. Follicular fluid from 3 to 6 mm antral follicles was aspirated with an 18-gauge syringe. Cumulus oocyte complexes (COCs) with uniform cytoplasm and several layers of cumulus cells were selected and rinsed three times in washing medium [TCM-199 medium supplemented with 10% porcine follicular fluid (pFF), 5 μg/ml insulin, 10 ng/ml EGF, 0.6 mM cysteine, 0.2 mM pyruvate, and 25 μg/ml kanamycin]. Approximately 70 COCs per well were cultured under mineral oil in 4-well plates containing TCM-199 medium supplemented with 10% porcine follicular fluid (pFF), 5 μg/ml insulin, 10 ng/ml EGF, 0.6 mM cysteine, 0.2 mM pyruvate, 25 μg/ml kanamycin, and 5 IU/ml of each of eCG and hCG. The oocytes were matured for 44 h at 38.5°C, 5% CO_2_ in a humidified incubator.

The *in vitro* fertilization (IVF) medium Tyrode’s albumin lactate pyruvate (TALP) 29 was previously equilibrated for ~3 h at 38.5°C, with 5% CO_2_ in air and a humidified incubator until it reached a final pH of 7.4. *In vitro* mature (IVM) oocytes were mechanically denuded with an automatic pipette, washed in TALP medium, and transferred in groups of 50 oocytes to a 4-well plate (Nunc, Roskilde, Denmark) containing 500 μl TALP medium per well. Sperm suspensions were added to the IVF wells at a final concentration of 25 ◊ 10^3^ cells/ml. After a 6-h coculture, the putative zygotes were fixed with 0.5% glutaraldehyde in phosphate-buffered saline (PBS), stained with 1% (w/v) Hoechst 33342 in PBS, and examined under an epifluorescence microscope. The parameters analyzed were the percentage of oocytes penetrated by one or more spermatozoa (Pen, %; Zapata-Carmona et al., 2020).

### Boar fecal microbiota analysis

#### DNA extraction

Total genomic DNA of boar feces was isolated using an E.Z.N.A.^®^ Stool DNA Kit (Omega Bio-tek Inc., United States) following the manufacturer’s instructions. DNA quantity and quality were analyzed using NanoDrop 2000 (Thermo Scientific, United States) and 1% agarose gel (Zhang et al., 2020).

#### Library preparation and sequencing

The V3–V4 region of the 16S rRNA gene was amplified using the primers 338F (5′-ACTCCTACGGGAGGCAGCAG-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′) with Barcode. The PCR reactions (total 30 μl) included 15 μl Phusion^®^ High-Fidelity PCR Master Mix (New England Biolabs), 0.2 mM primers, and 10 ng DNA. The thermal cycle was carried out with an initial denaturation at 98°C, followed by 30 cycles of 98°C for 10 s, 50°C for 30 s, 72°C for 30 s, and a final extension at 72°C for 5 min. PCR products were purified using an AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, United States). The sequencing libraries were constructed with NEB Next^®^ Ultra^TM^ DNA Library Prep Kit for Illumina (NEB, United States) following the manufacturer’s instructions, and index codes were added. Then, the library was sequenced on the Illumina MiSeq 2,500 platform (Illumina, United States) and 300 bp paired-end reads were generated at the Novo gene. The paired-end reads were merged using FLASH (V1.2.71; Magoč and Salzberg, 2011). The quality of the tags was controlled in QIIME (V1.7.02); meanwhile, all chimeras were removed (Zhang et al., 2020). The “Core Set” of the Greengenes database3 (DeSantis et al., 2006) was used for classification, and sequences with >97% similarity were assigned to the same operational taxonomic units (OTUs).

#### Analysis of sequencing data

OTU abundance information was normalized using a standard of sequence number corresponding to the sample with the least sequences. The alpha diversity indices were calculated with QIIME (Version 1.7.0; Caporaso et al., 2010). Partial least squares discrimination analysis (PLS-DA) was performed using R software (v2.15.3).

### Plasma and sperm metabolites determination

Plasma and sperm metabolites were determined by LC–MS/MS (Zhang et al., 2020). Boar plasma and sperm were collected and maintained at −80°C. The protein was removed from the samples before LC–MS/MS analysis with ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as reported previously (Zhang et al., 2020).

The conditions for HPLC were: ACQUITY UPLC BEH C18 column (100 mm × 2.1 mm, 1.7 μm), solvent A [aqueous solution with 0.1% (v/v) formic acid], and solvent B [acetonitrile with 0.1% (v/v) formic acid] with a gradient program: 0–2 min, 5%–20% B; 2–4 min, 20%–25% B; 4–9 min, 25%–60% B; 9–17 min, 60%–100% B; 17–19 min, 100% B; 19–19.1 min, 100%–5% B; and 19.1–20.1 min, 5% B. The flow rate was set at 0.4 ml/min and 5 μl was injected. ESI was used in the mass spectrometry program. Progenesis QI v.2.3 (Nonlinear Dynamics, Newcastle, United Kingdom) was used to normalize the peaks. Human Metabolome Database (HMDB), LIPID MAPS (v. 2.3), and METLIN software were used to qualify the data. Furthermore, the data were analyzed with SIMCA software (v. 14.0, Umetrics, Umeå, Sweden) and the KEGG database^1^ was used for pathway enrichment analysis.

### Detection of protein levels and location in spermatozoa using immunofluorescence staining

The methods for IHF of boar sperm have been reported in our previous articles. Boar spermatozoa were fixed in 4% paraformaldehyde for 1 h, then the cells were spread onto poly-L-lysine coated microscope slides and air-dried. After three washings with PBS (5 min each), spermatozoa were incubated with 2% (vol/vol) Triton X-100 in PBS for 1 h at RT. Then, after three washes with PBS, the cells were blocked with 1% (wt/vol) BSA and 1% goat serum in PBS for 30 min at RT, followed by incubation with primary antibodies (1:100; Supplementary Table S2) diluted in blocking solution overnight at 4°C. The following morning, after three washes with PBS Tween 20 (0.5%) the slides were incubated with Alexa Fluor 546 goat anti-rabbit IgG (1,200) for 30 min in darkness at RT. The negative control samples were incubated with a secondary antibody and without a primary antibody. Slides were washed with PBS Tween-20 three times and then incubated with DAPI (4.6-diamidino-2-phenylindole hydrochloride, 100 ng/ml) as a nuclear stain for 5 min. After a brief wash with ddH_2_O, the slides were covered with an anti-fading mounting medium (Vector, Burlingame, United States). Fluorescence images were obtained with a Leica Laser Scanning Confocal Microscope (LEICA TCS SP5 II, Germany; Zhao et al., 2016; Zhang et al., 2020).

### Determination of protein levels by western blotting

The procedure for Western blotting analysis of boar sperm proteins is reported in our previous publications (Zhao et al., 2016; Zhang et al., 2020). Briefly, sperm cells were lysed in RIPA buffer containing the protease inhibitor cocktail from Sangon Biotech, Ltd. (Shanghai, China). Protein concentration was determined using a BCA kit (Beyotime Institute of Biotechnology, Shanghai, China). Actin was used as a loading control. The primary antibodies (Abs) are listed in Supplementary Table S2. Secondary donkey anti-goat Ab (Cat no.: A0181) was purchased from Beyotime Institute of Biotechnology (Shanghai, P.R. China), and goat anti-rabbit (Cat no.: A24531) Abs were bought from Novex^®^ by Life Technologies (United States). Fifty micrograms of total protein per sample were loaded onto 10% SDS polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h at 4°C. Then, the membranes were blocked with 5% BSA for 1 h at RT, followed by three washes with 0.1% Tween-20 in TBS (TBST). The membranes were incubated with primary Abs diluted at 1:500 in TBST with 1% BSA overnight at 4°C. After three washes with TBST, the blots were incubated with the HRP-labeled secondary goat anti-rabbit or donkey anti-goat Abs, respectively, for 1 h at RT. After three washes, the blots were imaged.

### Statistical analysis

All data were expressed as mean ± standard deviation (SD). Data were determined by SPSS statistical software (IBM Co., NY) with one-way analysis of variance (ANOVA), followed by LSD multiple comparison test. Graphs were created using GraphPad Prism 5.20 (GraphPad Software Inc., La Jolla, CA, United States). All groups were compared with each other for every parameter. *p* < 0.05 was considered to be significant.

### Data availability

The microbiota raw sequencing data generated in this study has been uploaded to the NCBI SRA database with the accession number GSE178723.

## Results

### Impact of AOS on boar semen quality and *in vitro* fertility potential

After 9 weeks of feeding (Figure 1A), the AOS10 group showed significantly increased sperm motility from 87.8% to 93.5% (Figure 1B; *p* < 0.05). The semen volume per boar per day (204 ml/ejaculation vs. 176 ml/ejaculation; *p* = 0.612) and the concentration (5.6 × 10^8/ml vs. 5.0 × 10^8/ml; *p* = 0.137) of sperm also showed an increasing trend in AOS10 over CON while the difference was not significant (Figures 1C,D). Moreover, the *in vitro* fertilization rate was also higher in AOS10 (58.6%) than in CON (52.1%; Figure 1E) while it was not significant.

### Effects of AOS on boar sperm quality and sperm metabolism

To understand the mechanisms underlying the AOS improvement of semen quality, we explored the protein levels of important genes for sperm quality. AOS10 increased the protein levels of gelsolin (1.61-fold), p-AKT (phosphorylated protein kinase B; 1.48-fold), protein kinase A (PKA; 1.95-fold), and Zn-alpha2 glycoprotein (ZAG; 2.05-fold) according to IHF detection (Figures 2A,B; ^*^p < 0.05). The data for these protein levels were confirmed by western blotting analysis. Moreover, the levels of the other four sperm proteins such as cation channel sperm-associated protein (CatSper; 2.12-fold), outer dense fiber of sperm tails 2 (ODF2; 1.42-fold), p-ERK1 (phosphorylated extracellular signal-regulated kinase; 1.51-fold 1), and Phosphoinositide-3-Kinase (PI3K; 1.47-fold) were also elevated in AOS10 over CON (Figures 2C,D; ^*^p < 0.05).

**Figure 2:**
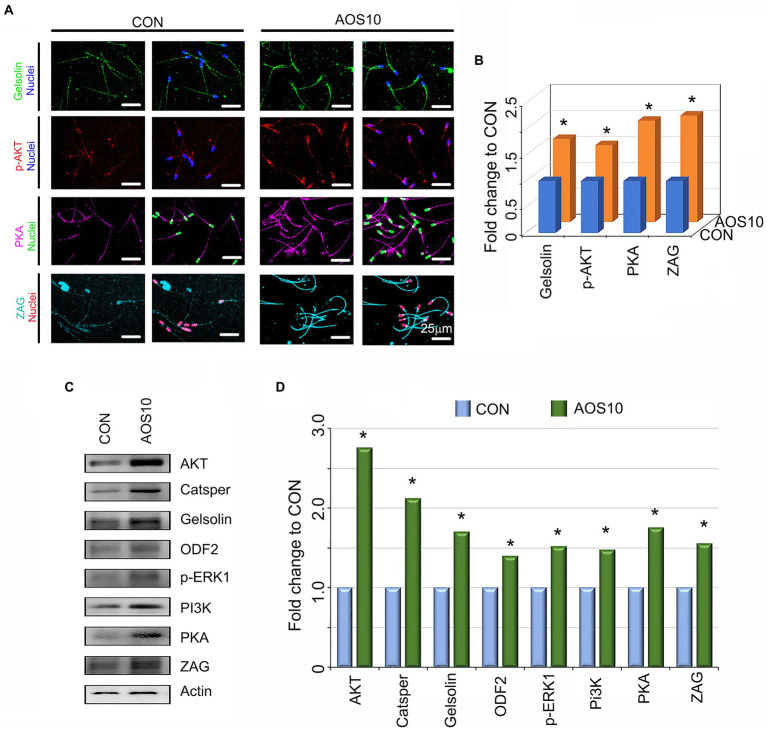
The influence of AOS on the protein expression in boar sperm. **(A)** Sperm protein levels of important genes for semen quality as detected by immunofluorescence staining. *N* > 6. **(B)** Quantitative data for immunofluorescence staining. Y-axis = fold change to CON, X-axis = treatment group (mg/kg body weight). ^*^p < 0.05. **(C)** Sperm protein levels of important genes for semen quality as detected by Western blotting. *N* > 3. **(D)** Quantitative data for western blotting analysis. Y-axis = fold change to CON, X-axis = treatment group (mg/kg body weight). ^*^p < 0.05.

There were 1,031 metabolites detected in the boar sperm samples (Supplementary Figure S1; Supplementary Table S3). The OPLS-DA analysis showed that the AOS10 and CON groups were well separated (Supplementary Figure S1A). Twenty-eight metabolites were significantly different in AOS10 compared to CON (Figure 3A; Supplementary Tables S4, S5). Nine of the significantly increased metabolites including β-leucine, D-glutamic acid, γ-glutamylthreonine, L-lysine, L-norleucine, L-proline, methionine sulfoxide, O-acetylserine, and tyrosyl-glutamate are shown in Figure 3B (1.2–1.6folds; *p* < 0.05). Some of the significantly decreased metabolites (such as 2-hydroxylfelbamate, 14,15-diHETrE, heptadecanoic acid, and methyl hexadecenoic acid) are shown in Figure 3C (5%–10%; *p* < 0.05). These 28 metabolites were well correlated with sperm motility, sperm concentration, and sperm volume (Figure 3D), with the increased metabolites in AOS10 being positively correlated with these sperm parameters, while the decreased metabolites in AOS10 were negatively correlated. At the same time, the metabolites were well correlated with each other (Supplementary Figure S1D).

**Figure 3:**
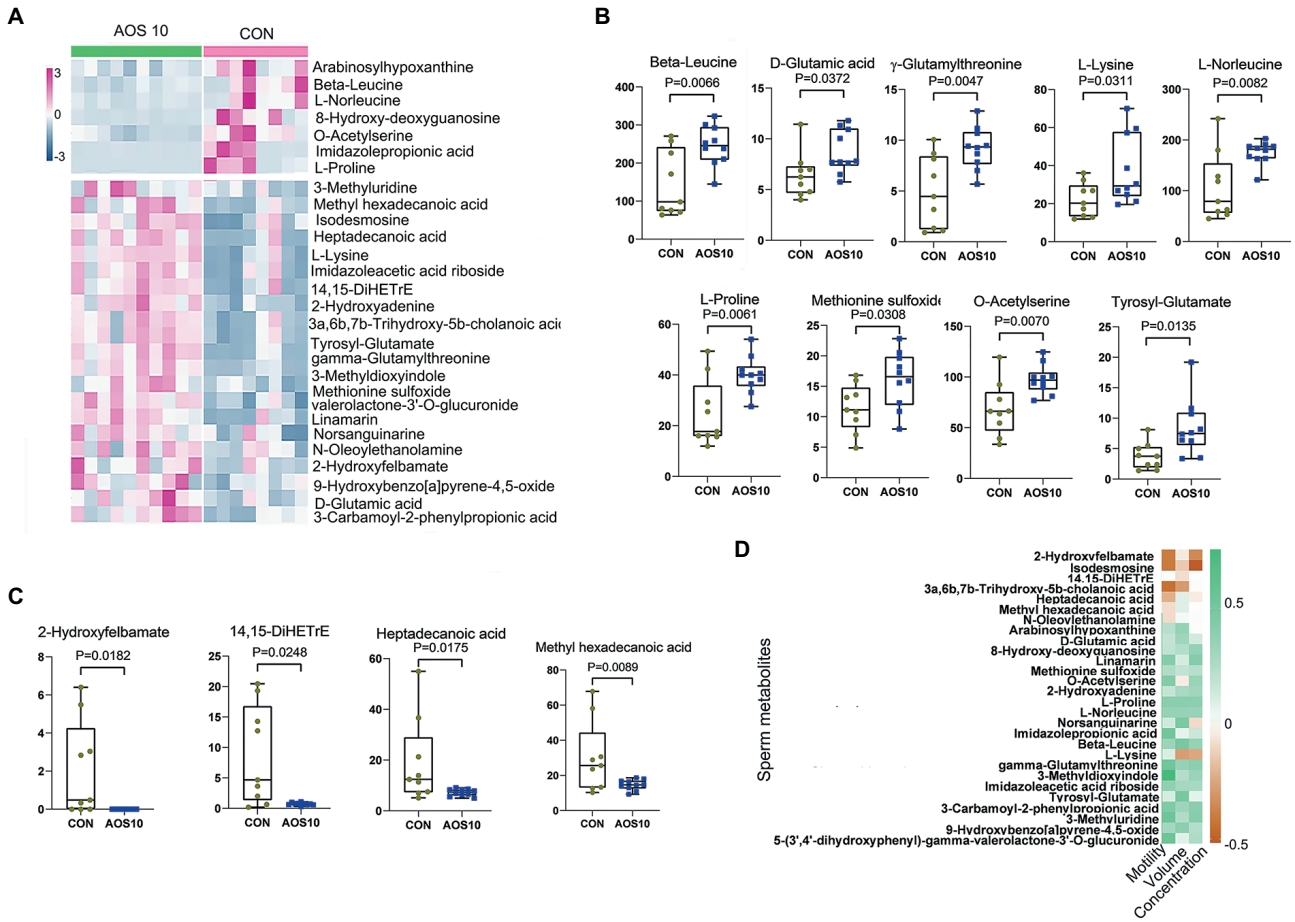
The impacts of AOS on boar sperm metabolome. **(A)** Heatmap of changed sperm metabolites. The sperm metabolites were determined by LC–MS/MS. **(B)** List of AOS increased sperm metabolites. Y-axis = relative amount, X-axis = treatment group (mg/kg body weight). **(C)** List of AOS decreased sperm metabolites. Y-axis = relative amount, X-axis = treatment group (mg/kg body weight). **(D)** Correlation of sperm metabolites and sperm concentration, volume, and motility.

### Impact of AOS on boar blood metabolism

There were 1,087 metabolites detected in boar plasma samples (Supplementary Figure S2; Supplementary Table S6). The OPLS-DA analysis showed that the AOS10 and CON groups were well separated (Supplementary Figure S2A). Eighteen metabolites were significantly different in AOS10 compared with CON (Figure 4A; Supplementary Tables S7, S8). Functional enrichment of these metabolites showed that they were involved in amino acid metabolism and retinol metabolism (Figure 4B). Some of the significantly changed metabolites are shown in Figure 4C. 11-cis-retinol, betaine, 5-hydroxy-indoleacetaldehyde, N1-methyl-2-pyridone-5-carboxamide, and quinolinic acid were increased from 1.5–2.4-fold (*p* < 0.05), while iminoaspartic acid was decreased (45%, *p* < 0.05). At the same time, these metabolites were well correlated with each other (Supplementary Figure S2C). Moreover, the significantly changed blood metabolites and the significantly changed sperm metabolites were well correlated (Figure 4D; Supplementary Table S9).

**Figure 4:**
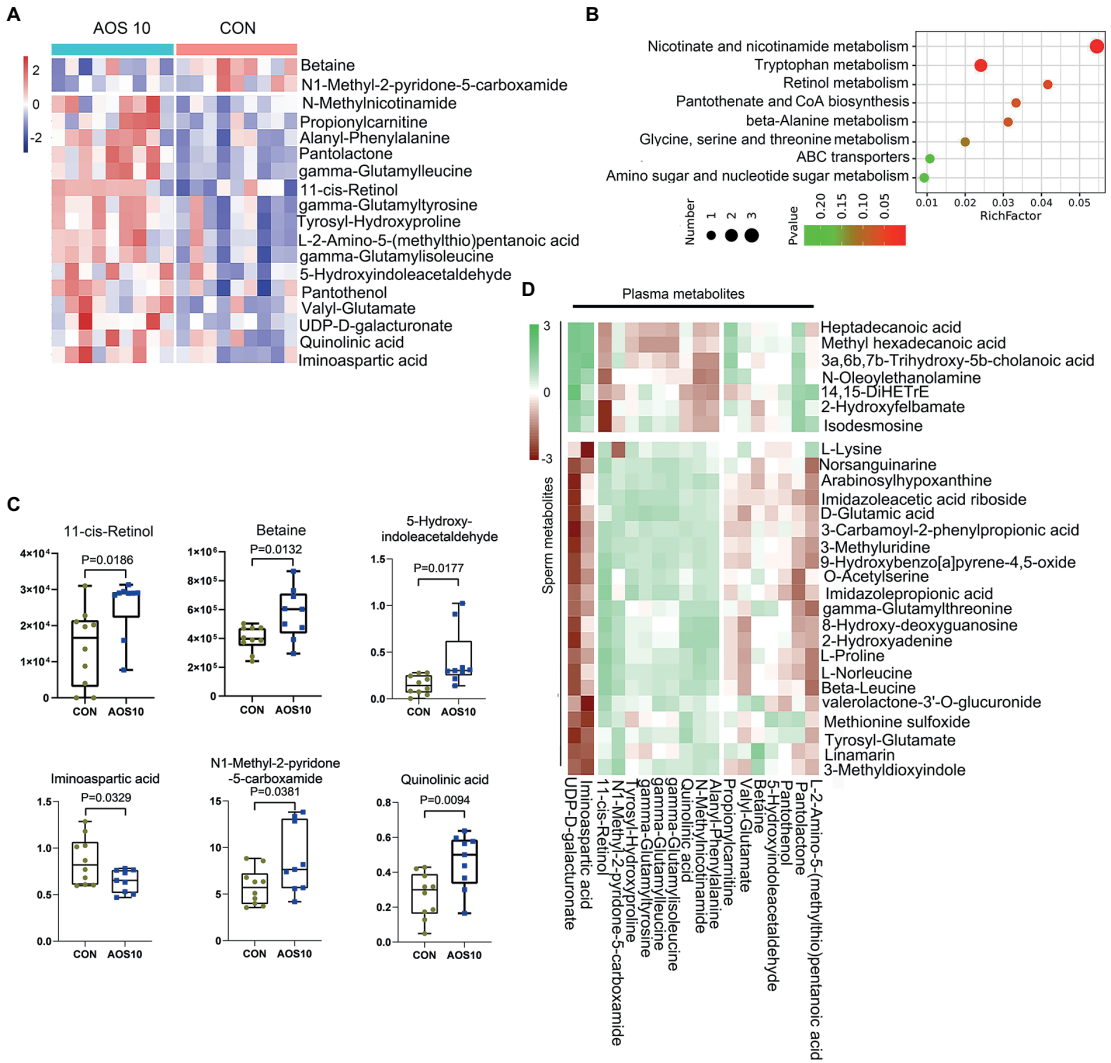
The effects of AOS on boar blood metabolome. **(A)** Heatmap of changed blood metabolites. The blood metabolites were determined by LC–MS/MS. **(B)** KEGG enriched pathways of changed blood metabolites. **(C)** List of AOS changed blood metabolites. Y-axis = relative abundance, X-axis = treatment group (mg/kg body weight). **(D)** Correlation of blood metabolites and sperm metabolites.

### Effects of AOS on boar gut microbiota

AOS10 affected the gut microbiota composition (Figure 5; Supplementary Figure S3). 

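Bacteria in fresh feces were profiled by sequencing of the 16S rRNA gene, a marker gene that all bacteria and archaea carry. The feces came from Duroc boars after 9 weeks of feeding on a basal diet alone (CON) or with 10 mg/kg body weight of alginate oligosaccharides (AOS10), which are short chains of the seaweed polysaccharide alginate. The paper used 10 boars per group, and 10 AOS10 and 9 CON samples were analysed here, 1 per boar, with no CON boar numbered 6. The boars were about 24 months old by the paper's methods, whereas the sample labels give 24 to 33 months in AOS10 and 34 to 42 months in CON. These label ages rise by 1 month from each sample to the next in the order listed, so it is in doubt whether they are ages of the boars. The authors merged the paired reads with FLASH, controlled their quality in QIIME, removed chimeras, grouped similar sequences into operational taxonomic units and normalized their numbers to the sample with the fewest sequences. They deposited the fraction of each boar's sequences assigned to each taxon, as 6 tables from phylum to species, each adding up to 1 in every boar with a remainder named Others. This remainder held 2.81% of the sequences on average at the phylum level and 58.9% at the genus level, where 19 genera are listed. The tables give no counts, so the number of sequences per boar is taken as unknown, and no counting error and no upper limit for a share of 0 are given. Group means of the share in percent were compared here with a two-sided exact permutation test over all 92378 splits of the boars, and genera were also tested with limma on log2(percent + 0.01). P-values were adjusted by Benjamini-Hochberg within each level.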

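*Firmicutes*, the phylum of most fermenting gut bacteria, made up most sequences in every boar of both groups. Among the listed genera, *Streptococcus* (lactic acid bacteria), *Oscillibacter* (anaerobes that make valerate or butyrate), *Clostridium_XlVa*, *Escherichia* (facultative anaerobes of the gut) and *Murdochiella* had the largest mean shares over the 19 boars, the last because of a single AOS10 boar. The 6 listed butyrate producers, *Butyricicoccus*, *Coprococcus*, *Intestinimonas*, *Eubacterium*, *Clostridium_XlVa* and *Oscillibacter*, together held 12.8% ± 4.17 in AOS10 and 14.9% ± 4.43 in CON (exact permutation test, p = 0.2997). Of these, 4 had a higher mean in AOS10, while *Oscillibacter* (3.56% against 6.40% in CON) and *Eubacterium* (2.49% against 2.85%) had a lower one. *Lactobacillus*, *Bifidobacterium* and *Streptococcus*, which form lactate or acetate from sugars, together held 9.75% ± 8.06 in AOS10 and 11.9% ± 6.40 in CON (exact p = 0.527). *Prevotella* and *Barnesiella*, which break down polysaccharides, held 2.23% ± 1.67 in AOS10 and 4.45% ± 4.86 in CON (exact p = 0.221), and *Ruminococcus* with *Sporobacter* held 1.96% ± 1.30 in AOS10 and 1.80% ± 1.34 in CON (exact p = 0.788). *Escherichia*, *Clostridium_sensu_stricto* and *Terrisporobacter*, genera with pathogenic members, held 7.17% ± 4.97 in AOS10 and 6.29% ± 3.87 in CON (exact p = 0.680). No member of any list passed limma at an adjusted p under 0.05 (0 of 18 genera tested, 0 also when adjusted over the list alone), and 0 had an unadjusted p under 0.05. Over the same genera the exact permutation test and the exact Wilcoxon test called 0 and 0, with 1 and 0 at an unadjusted p under 0.05. In simulated data with the measured means and spread, limma called 7.33% of genera changed by 2 fold. That it called 0 here thus does not exclude changes of that size. The group accounted for 5.77% of the variation in Bray-Curtis distance between the genus profiles of the boars, which did not pass its test (PERMANOVA, permutation p = 0.361). The spread of boars around their group centre also did not pass a test (permutation p = 0.638). The paper states that AOS10 affected the composition of the gut microbiota. Its supplement also names a linear discriminant analysis (LEfSe) and its methods name PLS-DA, and neither was repeated here.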

At the phylum level, compared to CON, AOS10 increased the relative abundances of *Bacteroidetes* (1.21fold; *p* > 0.05), decreased the levels of *Firmicutes* (Figure 5B; *p* > 0.05), and increased the ratio of *Bacteroidetes/Firmicutes* (Supplementary Figure S3E) in boar fecal samples. Moreover, at the class level, the microbiota and sperm motility were well correlated and *Bacteroidetes* was positively correlated with sperm motility; meanwhile, *Firmicutes* was negatively correlated with sperm motility (Figure 5C). 

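*Bacteroidetes*, the phylum of *Prevotella* and other polysaccharide-degrading bacteria, held 3.81% ± 2.50 (SD, n = 10) in AOS10 and 8.43% ± 10.7 (SD, n = 9) in CON, a ratio of means of 0.452 (95% bootstrap interval 0.211 to 1.31). The CON mean rests on boars 2 and 7, with 33.4% and 18.3%, while the other 7 CON boars lay between 0.706% and 5.67%. The medians were 3.03% in AOS10 and 4.12% in CON. *Firmicutes* held 82.1% ± 6.45 in AOS10 and 82.8% ± 9.83 in CON, nearly equal means. The medians were 83.2% in AOS10 and 87.1% in CON, and 2 of 10 AOS10 boars lay above the CON median. CON boars 2 and 7 had the lowest CON shares of this phylum, at 60.2% and 74.5%. *Actinobacteria*, the phylum of *Bifidobacterium*, held 5.82% ± 3.46 in AOS10 and 3.35% ± 2.15 in CON, and *Proteobacteria*, the phylum of *Escherichia*, held 5.07% ± 4.60 in AOS10 and 3.00% ± 1.90 in CON. The ratio of *Bacteroidetes* to *Firmicutes* was 0.0478 ± 0.0329 in AOS10 and 0.120 ± 0.178 in CON, with medians of 0.0380 and 0.0466. None of these differences passed its test. The exact permutation p was 0.242 for *Bacteroidetes*, 0.872 for *Firmicutes*, 0.0797 for *Actinobacteria* and 0.239 for *Proteobacteria* (adjusted p of 0.319 or more), and 0.268 for the ratio. Without CON boar 2, the ratio of the *Bacteroidetes* means was 0.719 and that of the mean *Bacteroidetes*/*Firmicutes* ratios was 0.729. CON boar 7 stayed in there, and the lower means in AOS10 rest on CON boars 2 and 7 together.

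**Figure D1:**
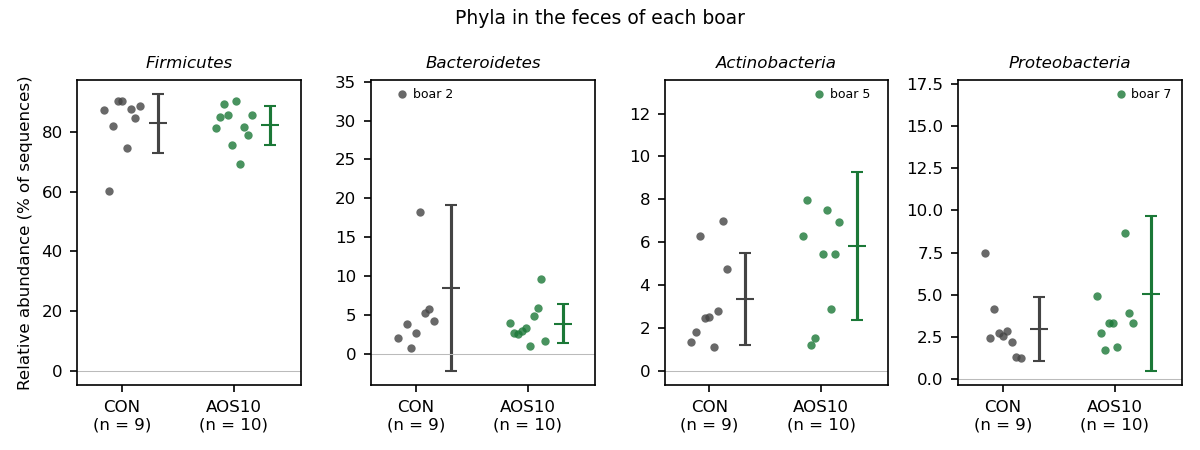
Relative abundance of 4 phyla in percent of sequences (y axis) in each CON and AOS10 boar (x axis). Points are single boars and bars are the mean ± SD; CON boar 2 lies highest for *Bacteroidetes* at 33.4%, and the groups overlap in each phylum.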

At the genus level, AOS10 increased the relative abundances of several beneficial bacteria: *Bifidobacterium* (1.51-fold), *Coprococcus* (2.33-fold), and *Butyricicoccus* (1.33-fold). 

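*Bifidobacterium*, which ferments oligosaccharides to acetate and lactate, held 2.44% ± 2.40 (SD, n = 10) in AOS10 and 1.19% ± 1.79 (SD, n = 9) in CON, a ratio of means of 2.06 (95% bootstrap interval 0.700 to 9.73). *Coprococcus*, a butyrate producer of the family *Lachnospiraceae*, held 1.07% ± 0.681 (SD, n = 10) in AOS10 and 0.584% ± 0.215 (SD, n = 9) in CON, a ratio of 1.84 (95% bootstrap interval 1.12 to 2.75). *Butyricicoccus*, another butyrate producer, held 0.700% ± 0.731 (SD, n = 10) in AOS10 and 0.582% ± 0.311 (SD, n = 9) in CON, a ratio of 1.20 (95% bootstrap interval 0.499 to 2.28). *Coprococcus* was above the CON median in 8 of 10 AOS10 boars, *Bifidobacterium* in 7 and *Butyricicoccus* in 5. The difference in *Coprococcus* had an exact permutation p of 0.0546, and those in *Bifidobacterium* and *Butyricicoccus* had an exact permutation p of 0.216 and 0.670. After adjustment over the 19 genera, the p-values were 0.472, 0.486 and 0.944, so none of the 3 differences passed adjustment. The paper shows these genera for these samples, and its text does not say how they were chosen. For *Coprococcus* the unadjusted exact permutation p depended on the setting, at 0.0165 with medians, 0.0129 without AOS10 boar 3 and 0.475 on the log2 scale. The limma log2 fold change was 1.52 for *Bifidobacterium* (standard error 1.08), 0.44 for *Coprococcus* (standard error 0.58) and -0.37 for *Butyricicoccus* (standard error 0.62). The direction for *Butyricicoccus* turns on the log scale, and also without AOS10 boar 8, where the ratio of means was 0.916; without CON boar 9 that of *Bifidobacterium* was 3.59.

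**Figure D2:**
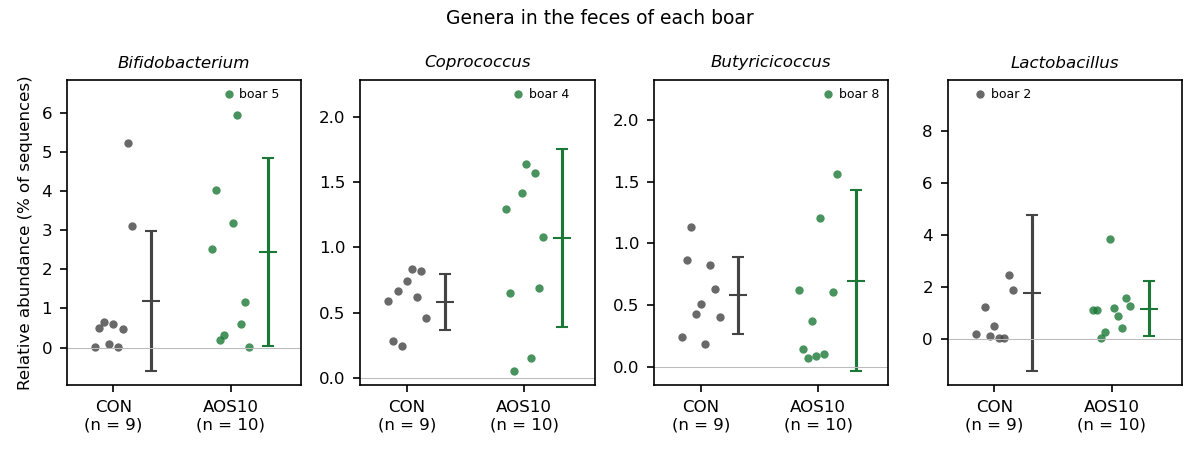
Relative abundance of 4 genera in percent of sequences (y axis) in each CON and AOS10 boar (x axis). Points are single boars and bars are the mean ± SD; the AOS10 boars spread from 0.0519% to 2.18% for *Coprococcus*, around the CON boars at 0.245% to 0.837%.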

(Figure 5D; *p* > 0.05). Moreover, *Coprococcus* was positively correlated with sperm motility (Figure 5E), while *Intestinimonas* and *Lactobacillus* were positively correlated with both sperm motility and concentration (Figure 5E).

**Figure 5:**
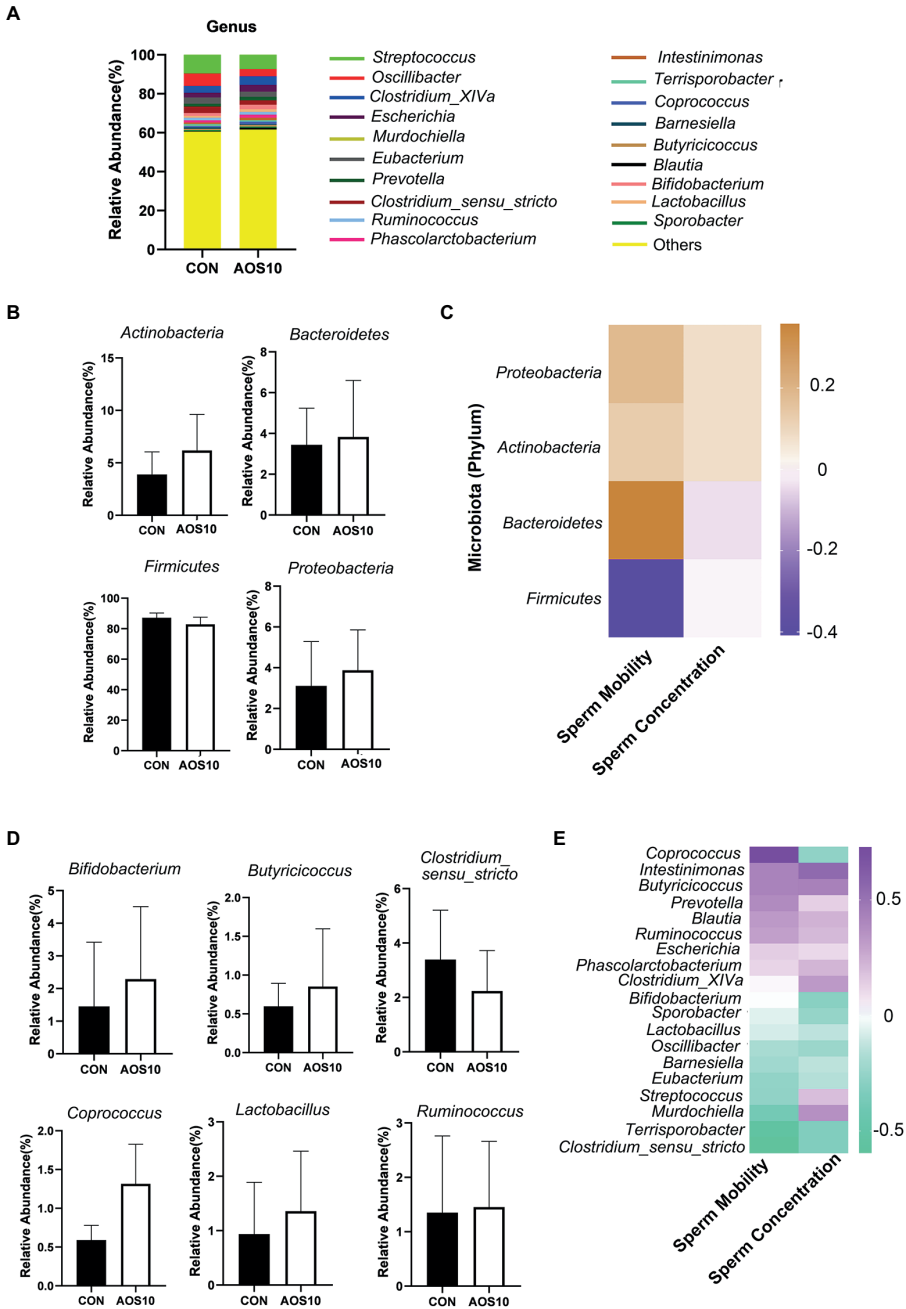
The influence of AOS on boar gut microbiota. **(A)** Differences of bacterial abundance at the genus level. Y-axis = relative abundance, X-axis = treatment group (mg/kg body weight). **(B)** Differences of bacterial abundance at the class level. **(C)** Correlation of bacterial abundance at the class level with sperm motility and concentration. **(D)** Representative differences of bacterial abundance at the genus level. Y-axis = relative abundance, X-axis = treatment group (mg/kg body weight). **(E)** Correlation of bacterial abundance at the genus level with sperm motility and concentration.

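Of the 19 genera, *Oscillibacter* had the smallest unadjusted p. It held 3.56% ± 1.78 in AOS10 and 6.40% ± 3.03 in CON, and 0 of 10 AOS10 boars exceeded the CON median (ratio 0.555, exact permutation p = 0.0222, adjusted p = 0.421). Its unadjusted p depended on the setting, at 0.0535 in the exact permutation test on ranks and 0.0526 in limma. With a pseudocount of 0.1 in limma it was under 0.05. *Blautia*, an acetate-forming genus of the *Lachnospiraceae*, held 0.753% ± 0.788 in AOS10 and 0.263% ± 0.171 in CON (exact permutation p = 0.0966). *Terrisporobacter*, a relative of the clostridia, held 0.712% ± 0.419 in AOS10 and 1.06% ± 0.443 in CON (exact permutation p = 0.0994). *Clostridium_sensu_stricto* held 1.97% ± 1.43 in AOS10 and 3.06% ± 1.71 in CON, *Intestinimonas*, a butyrate producer, 1.06% ± 0.737 in AOS10 and 0.715% ± 0.134 in CON, and *Escherichia* 4.49% ± 4.56 in AOS10 and 2.17% ± 1.98 in CON. *Prevotella* held 1.71% ± 1.64 in AOS10 and 3.66% ± 4.82 in CON, *Barnesiella* 0.518% ± 0.515 in AOS10 and 0.790% ± 0.437 in CON, and *Streptococcus* 6.12% ± 7.12 in AOS10 and 8.96% ± 8.78 in CON. *Eubacterium* held 2.49% ± 1.43 in AOS10 and 2.85% ± 1.16 in CON, *Clostridium_XlVa* 3.88% ± 1.94 in AOS10 and 3.75% ± 2.03 in CON, *Ruminococcus* 1.395% ± 1.11 in AOS10 and 1.24% ± 1.25 in CON, and *Sporobacter* 0.565% ± 0.399 in AOS10 and 0.559% ± 0.323 in CON. With *Phascolarctobacterium*, which turns succinate into propionate, these had ratios of means between 0.876 and 1.13. *Murdochiella*, an anaerobic coccus that does not ferment sugars, made up 54.4% of the sequences of AOS10 boar 3 and at most 0.128% in any other boar. The exact permutation p of these other genera lay between 0.147 and 0.970, and none of the 19 passed adjustment (smallest adjusted p = 0.421). Without CON boar 2, the ratio of the *Prevotella* means moved from 0.468 to 0.729.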

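At the class level, the *Clostridia* dominated with 69.5% ± 7.92 in AOS10 and 67.3% ± 11.5 in CON, followed by the *Bacilli* (with *Lactobacillus* and *Streptococcus*) with 7.38% ± 7.14 in AOS10 and 10.8% ± 7.46 in CON. *Gammaproteobacteria*, which hold *Escherichia*, made up 4.63% ± 4.57 in AOS10 and 2.37% ± 1.91 in CON, and *Bacteroidia* 3.55% ± 2.37 in AOS10 and 7.51% ± 9.78 in CON. CON boar 2 had 31.3% of *Bacteroidia*, and the medians were 2.87% in AOS10 and 3.62% in CON. *Methanobacteria*, archaea that form methane from hydrogen, were above 0 in 5 of 10 AOS10 boars and 8 of 9 CON boars, at 0.00429% ± 0.00639 in AOS10 and 0.0211% ± 0.0211 in CON (exact permutation p = 0.0237). The ratio of the *Methanobacteria* means was 0.203, 0.118 without AOS10 boar 2 and 0.528 on the log2(share + 0.01) scale, and with medians the exact permutation p was 0.105. *Mollicutes*, bacteria without a cell wall, held 0.00152% ± 0.00229 in AOS10 and 0.0141% ± 0.0255 in CON (exact permutation p = 0.0380), but the ratio of means moved from 0.108 to 0.256 without CON boar 7, with an exact permutation p of 0.0994. It was 0.637 on the log2 scale (exact permutation p = 0.0565), and with medians the exact permutation p was 0.323. On ranks the exact permutation p was 0.0172 for *Methanobacteria*, 0.134 for *Mollicutes* and 0.0435 for *Synergistia*, amino acid fermenters with medians of 0.0202% in AOS10 and 0.0409% in CON, and 0 classes passed adjustment (smallest adjusted p = 0.351). Of the 21 classes above 0 in at least 5 boars, *Methanobacteria* and *Mollicutes* were the 2 with an unadjusted p under 0.05 in the test of means, and neither passed adjustment (both adjusted p = 0.399). The 3 classes were picked after their values were seen, and the shares of *Methanobacteria* and *Mollicutes* lie near the smallest values listed.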

Furthermore, sperm metabolites and fecal microbiota were well correlated (Figure 6A; Supplementary Table S10). 

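*Ruminococcus*, a genus of fibre degraders, had the largest mean Spearman's rho of the 19 fecal genera with the 21 sperm metabolites increased in AOS10. It was 0.34 over all boars (permutation p = 0.0597; numbers shuffled within groups gave -0.17 to 0.31 in 95% of draws) and 0.32 within groups (permutation p = 0.0262, adjusted p = 0.497 over 19 genera). Its largest pair was with the nucleoside 3-Methyluridine, at r = 0.58 by Pearson (permutation p = 0.00978) and rho = 0.65 by Spearman (permutation p = 0.00448, adjusted p = 0.638), and 0.51 by Spearman without the 2 boars farthest from the median share. *Ruminococcus* was picked here after its values were seen. All 28 changed sperm metabolites of Supplementary Table S4 were set against the genera in 18 boars, 10 of AOS10 and 8 of CON, joined by group and number. The paper's text does not say that a number marks the same boar in feces and sperm, and the metabolite values are the paper's. Of 532 pairs, 28 had an unadjusted permutation p under 0.05 and 0 passed adjustment. Shuffling the numbers within each group, which breaks any link between the feces and sperm of a boar and keeps the group difference, gave a median of 28 such pairs (95% range 14 to 51).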

Sperm metabolites increased in the AOS10 group were positively correlated with the beneficial microbiota *Bifidobacterium*, *Coprococcus*, and *Butyricicoccus* (Figure 6A). Similarly, blood metabolites and fecal microbiota were well correlated (Figure 6B; Supplementary Table S11), and the blood metabolites increased in AOS10 were positively correlated with the beneficial microbiota *Bifidobacterium*, *Coprococcus*, and *Lactobacillus* (Figure 6B).

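*Coprococcus* correlated positively with 20 of the 21 increased sperm metabolites, with a mean rho of 0.28 (permutation p = 0.115). *Bifidobacterium* did so with 19 of 21, with a mean rho of 0.16 (permutation p = 0.395), and *Butyricicoccus* with 9 of 21, with a mean rho of -0.04 (permutation p = 0.849). None of the 3 mean coefficients differed from 0 by more than boars in random order gave. Within groups, where the AOS10 and CON means are removed, the mean rho was 0.10 for *Coprococcus*, 0.00801 for *Bifidobacterium* and 0.05 for *Butyricicoccus*. For *Butyricicoccus* the groups had opposite signs, with a mean rho of 0.30 among AOS10 and -0.37 among CON boars. It was 0.24 and 0.05 for *Coprococcus*, and -0.04 and -0.10 for *Bifidobacterium*, in the same order. The 28 metabolites were selected because they differ between the groups, so coefficients over all boars include that difference. With 5-(3',4'-dihydroxyphenyl)-gamma-valerolactone-3'-O-glucuronide, a conjugate of a valerolactone that gut bacteria form from plant flavanols, *Coprococcus* had r = 0.54 by Pearson (permutation p = 0.0197) and rho = 0.66 by Spearman (permutation p = 0.00365, adjusted p = 0.638), with a rho of 0.52 among AOS10 and 0.45 among CON boars and of 0.62 without the 2 boars farthest from the median share. The largest pair of *Bifidobacterium* was with Linamarin, a plant cyanogenic glucoside, at r = 0.22 by Pearson (permutation p = 0.391) and rho = 0.55 by Spearman (permutation p = 0.0203, adjusted p = 0.693), and 0.67 by Spearman without the 2 farthest boars. That of *Butyricicoccus* was with Methyl hexadecanoic acid, a metabolite lower in AOS10, at r = 0.07 by Pearson (permutation p = 0.798) and rho = 0.46 by Spearman (permutation p = 0.0553, adjusted p = 0.839), and 0.49 by Spearman without the 2 farthest boars.

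**Figure D3:**
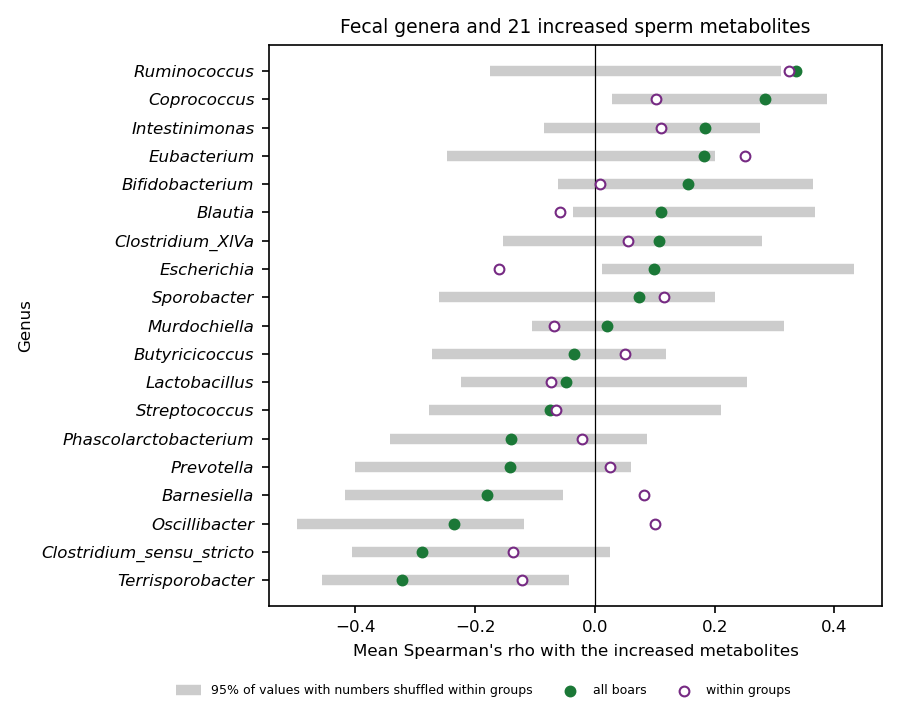
Mean Spearman's rho of each fecal genus (y axis) with the 21 increased sperm metabolites (x axis, no unit), over all 18 boars (filled) and within groups (open). Grey bars span 95% of the values with the numbers shuffled within groups, with *Coprococcus* (0.28) and *Bifidobacterium* (0.16) inside them and *Ruminococcus* (0.34) above its bar.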

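*Bifidobacterium* correlated positively with all 16 increased blood metabolites of Supplementary Table S7, with a mean rho of 0.37 over 18 boars, 9 of each group (permutation p = 0.0276, adjusted p = 0.444 over 19 genera). *Lactobacillus* did so with 14 of 16, with a mean rho of 0.26 (permutation p = 0.137), and *Coprococcus* with 16 of 16, with a mean rho of 0.13 (permutation p = 0.480). Within groups the mean rho was 0.29 for *Bifidobacterium* (permutation p = 0.0163, adjusted p = 0.155), 0.26 for *Lactobacillus* and -0.09 for *Coprococcus*, which was then positive with 4 of 16. For *Lactobacillus* the groups had opposite signs, with a mean rho of 0.51 among CON boars and -0.16 among AOS10 boars. For *Bifidobacterium* the mean rho was 0.47 among CON boars and 0.08 among AOS10 boars. Its largest pair was with quinolinic acid, a tryptophan breakdown product on the way to NAD, at r = 0.53 by Pearson (permutation p = 0.0226) and rho = 0.69 by Spearman (permutation p = 0.00230, adjusted p = 0.787), and 0.60 by Spearman without the 2 boars farthest from the median share. *Lactobacillus* had its largest pair with L-2-Amino-5-(methylthio)pentanoic acid, at r = 0.53 by Pearson (permutation p = 0.0165) and rho = 0.54 by Spearman (permutation p = 0.0215, adjusted p = 0.969), and 0.41 by Spearman without the 2 farthest boars (permutation p = 0.116). That of *Coprococcus* was with iminoaspartic acid, a metabolite lower in AOS10, at r = -0.43 by Pearson (permutation p = 0.0757) and rho = -0.41 by Spearman (permutation p = 0.0934, adjusted p = 0.969), and -0.28 by Spearman without the 2 farthest boars. Of 342 pairs, 11 had an unadjusted permutation p under 0.05, against a median of 16 with numbers shuffled within groups, and 0 passed adjustment over all boars. Within groups, 2 pairs passed, *Streptococcus* with the dipeptide Alanyl-Phenylalanine (rho = -0.78, permutation p = 6e-05, adjusted p = 0.0205) and with N-Methylnicotinamide (rho = -0.77, permutation p = 0.000180, adjusted p = 0.0308). Over all boars the first had r = -0.57 by Pearson (permutation p = 0.0143) and rho = -0.61 by Spearman (permutation p = 0.00846, adjusted p = 0.795), and -0.61 by Spearman without the 2 farthest boars, and the second had r = -0.59 by Pearson (permutation p = 0.0101) and rho = -0.59 by Spearman (permutation p = 0.0116, adjusted p = 0.795), and -0.55 likewise. Here too the boars were joined by number. The treated columns of Supplementary Table S7 are headed AOC10 and were taken as AOS10, an assumption on which all these blood correlations rest.

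**Figure D4:**
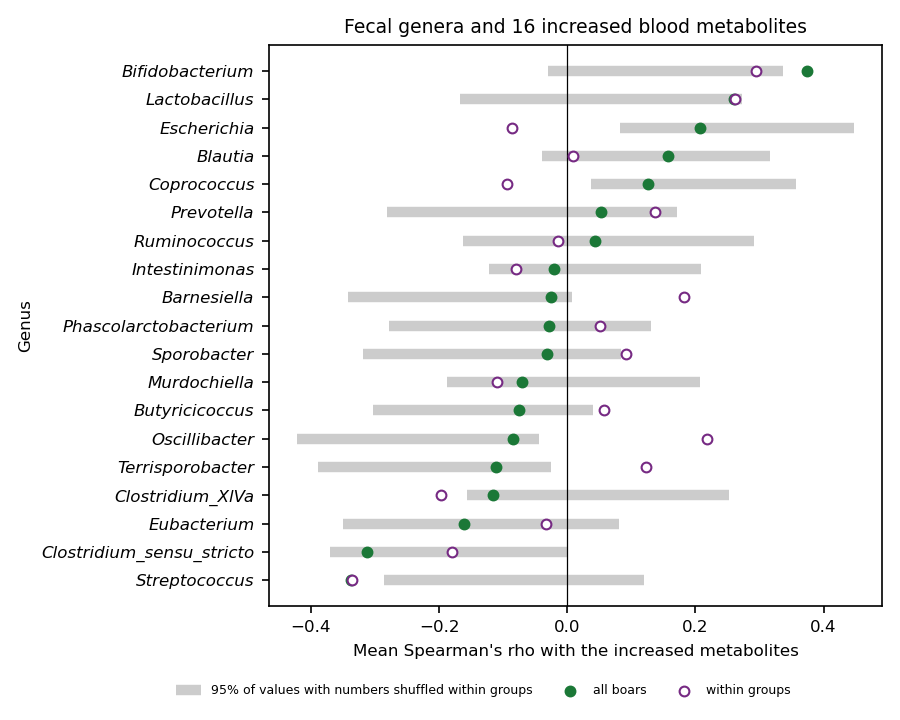
Mean Spearman's rho of each fecal genus (y axis) with the 16 increased blood metabolites (x axis, no unit), over all 18 boars (filled) and within groups (open). Grey bars span 95% of the values with the numbers shuffled within groups; *Bifidobacterium* lies at 0.37, above its bar, and *Streptococcus* at -0.34, below its bar.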

**Figure 6:**
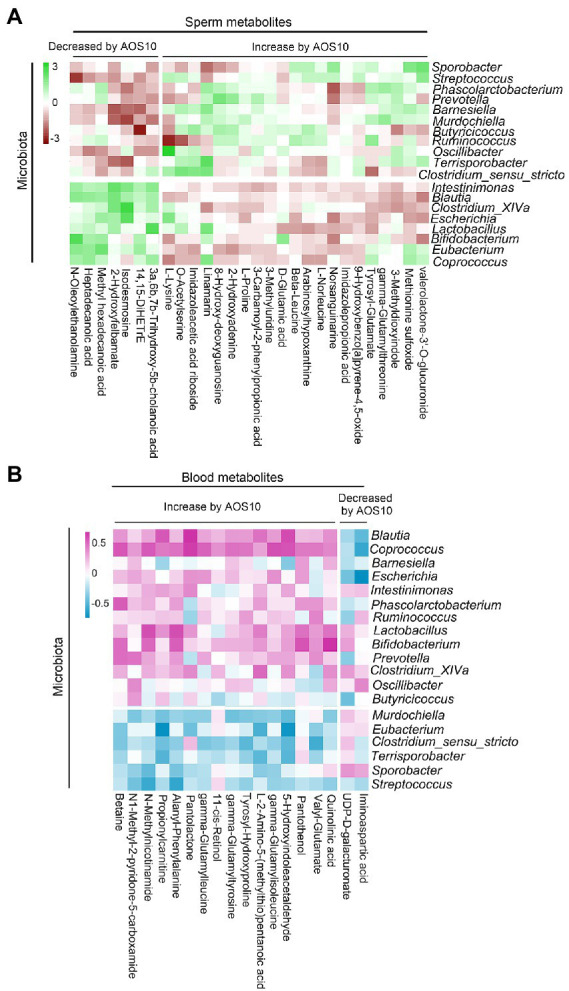
**(A)** Correlation of sperm metabolites with fecal microbiota. **(B)** Correlation of blood metabolites with fecal microbiota.

### Impact of AOS10 on semen quality for a long time

AOS had a long-term beneficial improvement on boar semen quality by the increase in the semen volume (175 vs. 160 ml/ ejaculation, *p* < 0.05) and sperm motility, while the decrease in the percentage of abnormal sperm after another 2 months on basal diet (without AOS addition; Figures 7A–C). The sperm concentration was in an increased trend in AOS10 group compared to CON (Figure 7D; *p* = 0.185).

**Figure 7:**
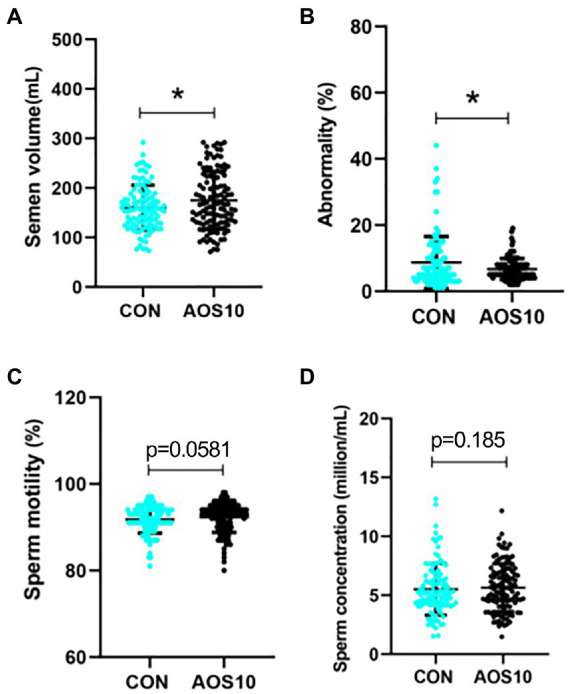
Long-term effects of AOS on boar semen quality. After AOS supplementation, boars were fed with basal diet for 8 weeks. Semen quality was determined every 5 days for 2 months (no AOS supplementation). **(A)** Semen volume. Y-axis = volume (ml), X-axis = treatment group (mg/kg body weight). **(B)** Abnormal sperm. Y-axis = % of total cells, X-axis = treatment group (mg/kg body weight). **(C)** Sperm motility. Y-axis = % of total cells, X-axis = treatment group (mg/kg body weight). **(D)** Sperm concentration. Y-axis = sperm concentration (10^8/ml), X-axis = treatment group (mg/kg body weight). *n* = 10, ^*^p < 0.05.

## Discussion

AOS have been used in many different perspectives as anti-inflammation (Moriya et al., 2013), anti-apoptosis (Tusi et al., 2011), anti-proliferation (Tajima et al., 1999), and even anti-cancer chemicals (Wan et al., 2017) because of the highly desired natural properties (non-immuno-genicity, biodegradability, and non-toxicity). AOS decrease the production of nitric oxide, prostaglandin E2, and pro-inflammatory cytokines, and block the expression of toll-like receptor 4 and nuclear factor (NF)-κB to prevent neuroinflammation or neurodegenerative diseases (such as Alzheimer’s disease; Zhou et al., 2015). Wan and coauthors reported that AOS improved antioxidant levels and increased piglet growth rates (Wan et al., 2017, 2018a,b). AOS benefited intestinal epithelial cell growth and differentiation to improve livestock growth rates (Zhao et al., 2020a). Moreover, AOS improved busulfan disrupted spermatogenesis in mice (Zhao et al., 2020b). In the current investigation, we found that AOS 10 mg/kg could benefit boar sperm motility. The difference between AOS10 and CON was small, which may be because the boars used in this investigation were at an optimal age for sperm production; therefore, the room for improvement in these parameters was limited. However, altogether, the data suggested that AOS has the potential to improve boar semen quality and fertility. Moreover, AOS increased the levels of important proteins in boar sperm such as gelsolin, ODF2, PKA, AKT, etc. All these proteins play important roles in sperm function or fertility (Lee, 2012; Liu et al., 2012; Finkelstein et al., 2013; Zhao et al., 2016; Sun et al., 2017). The data here indicated that AOS10 improved boar sperm quality. The data indicated that AOS could be used as a dietary additive for boars to improve their semen quality.

Gut microbiota play many physiological roles not limited to metabolic-related disorders such as obesity and diabetes (Bouter et al., 2017; Liu et al., 2017b), but also including nervous system and reproductive system-related diseases or conditions (Dai et al., 2015). Previously, we found that AOS benefited gut microbiota by the increase in the “beneficial” bacteria while the decrease in “harmful” bacteria in murine small intestines to rescue cell development (Zhang et al., 2020). Gut microbiota metabolize nutrients in the intestine and regulate intestinal metabolites to influence the blood metabolome (Tajima et al., 1999; Tusi et al., 2011). In turn, while traveling through body organs, blood metabolites can influence their development or induce disorders (Dai et al., 2015). It is known that metabolic regulation is essential for spermatogenesis (Cheng et al., 2010; Rato et al., 2010, 2012), and cholesterol and lipid homeostasis play a vital role in male fecundity (Cross, 1998; Ergün et al., 2007; Maqdasy et al., 2013; Lu et al., 2016; Kim et al., 2017). Sertoli cells act as nurse cells, providing the nutrients and energy for the process of spermatogenesis. Many other components such as hormones and endogenous or exogenous factors have a synergistic role in the homeostasis of metabolism in the testis and the progression of spermatogenesis (Rato et al., 2012). It has been shown that abnormal lipid metabolism in the reproductive system or blood contributes to human male infertility (Ergün et al., 2007; Lu et al., 2016; Kim et al., 2017). AOS could improve busulfan-damaged homeostasis of lipid metabolism in murine blood (Zhang et al., 2020). In the current investigation, the relative abundances of beneficial bacteria, such as *Lactobacillus,* were increased (1.35-fold), and the ratio of *Bacteroidetes*/*Firmicutes* was elevated by AOS. 

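*Lactobacillus*, a lactic acid genus, held 1.18% ± 1.06 (SD, n = 10) in AOS10 and 1.78% ± 2.99 (SD, n = 9) in CON, a ratio of means of 0.665 (95% bootstrap interval 0.241 to 3.16). The medians ran the other way, at 1.12% in AOS10 and 0.531% in CON, and 7 of 10 AOS10 boars lay above the CON median. CON boar 2 alone had 9.41%, and without it the ratio of means was 1.43. The difference did not pass its test (exact permutation test of the means, p = 0.720). *Lactobacillus_ultunensis* was the 1 species of the genus listed, at 0.630% ± 0.652 in AOS10 and 0.804% ± 1.02 in CON. Its medians also ran the other way, at 0.568% in AOS10 and 0.0602% in CON (exact permutation test of the means, p = 0.658).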

At the same time, AOS benefited boar sperm and blood metabolites by increasing levels of proline, lysine, retinol, betaine, etc. All the data indicated that AOS can boost boar semen quality through improving the gut microbiota, blood, and testicular metabolites.

The very interesting finding in the current study was that AOS benefited gut microbiota can continuingly improve boar semen quality after AOS treatment followed by 8 weeks of basal diet (without AOS supplementation). Because AOS cannot be directly absorbed into blood to reach the organs to affect their functions (Liu et al., 2019), the beneficial effects of AOS on sperm metabolites and semen quality may be due to the benefited gut microbiota. Otherwise, the effects cannot last for so long time. The data in the current investigation and our previous reports confirm that AOS benefit gut microbiota in mice and boars, and the benefited gut microbiota to increase semen quality.

## Conclusion

In summary, the beneficial impact of AOS on boar semen quality possibly through the positive changes in the gut microbiota and plasma/sperm metabolism was revealed. These improvements will large litter sizes and increase the economical supply of porcine meat for global consumption.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

Ethical review and approval was not required for the animal study because we did not kill animals in the study, if necessary we will provide later. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

HH, YZo, BX, RZ, YJ, LC, HS, JT, BZ, and CG performed the experiments and analyzed the data. LC, HZ, and YZa designed and supervised the study and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Natural Science Foundation of China (32070536 and 31772408 to YZa; 31672428 to HZ).

## Conflict of interest

HS and JT were employed by YangXiang Joint Stock Company. BZ and CG were employed by Qingdao BZ Oligo Biotech Co., Ltd.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ http://www.genome.jp/KEGG/pathway.html

## Supplementary material

SUPPLEMENTARY FIGURE S1 Sperm metabolite data. **(A)** PCA of sperm metabolites. **(B)** Quality control of sperm metabolite data. **(C)** Enriched pathways of changed sperm metabolites. **(D)** Correlation of sperm metabolite with each other.

SUPPLEMENTARY FIGURE S2 Blood metabolite data. **(A)** PCA of blood metabolites. **(B)** Quality control of blood metabolite data. **(C)** Correlation of blood metabolite with each other.

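Within-sample diversity of the fecal bacteria was computed from the deposited shares of the 19 listed genera and Others, so diversity inside Others is not counted. The Shannon index, which weighs how many genera there are and how evenly they share the sequences, was 1.54 ± 0.211 (SD, n = 10) in AOS10 and 1.56 ± 0.114 (SD, n = 9) in CON (exact permutation p = 0.753). The Simpson index was 0.596 ± 0.0752 in AOS10 and 0.616 ± 0.0609 in CON (exact permutation p = 0.532). Of the 27 listed classes, 16.3 ± 2.75 were above 0 in an AOS10 boar and 18.9 ± 2.67 in a CON boar (exact permutation p = 0.0591). Rare classes that were more often above 0 in CON included *Fibrobacteria*, cellulose degraders, in 4 of 10 AOS10 and 8 of 9 CON boars, and *Oligosphaeria* in 3 of 10 and 7 of 9. Neither the indices, nor the number of classes, nor the shares of these 2 classes passed a test.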

SUPPLEMENTARY FIGURE S3 Fecal microbiota data. **(A)** Quality control of fecal microbiota data. **(B)** The alpha index of the fecal microbiota. **(C)** PCA of blood metabolites. **(D)** LDA distribution and Cladogram. Linear discriminate analysis effect size (LEfSe) was performed to determine the difference in abundance; the threshold of LDA score was 4.0. **(E)** The ratio of *Bacteroidetes/Firmicutes*.

# Supplementary material for: Alginate oligosaccharides increase boar semen quality by affecting gut microbiota and metabolites in blood and sperm
**Source:** Front Microbiol. 2022 Aug 22;13:982152. doi: 10.3389/fmicb.2022.982152
**Supplement:** SUPPLEMENTARY FIGURE S1 — Sperm metabolite data. (A) PCA of sperm metabolites. (B) Quality control of sperm metabolite data. (C) Enriched pathways of changed sperm metabolites. (D) Correlation of sperm metabolite with each other.

**Table S1.** Primary antibody information

| **Gene symbol** | **Name** | **Cat. #** | **Predicted size** | **Source (Animal)** | **Company** |
| --- | --- | --- | --- | --- | --- |
| AKT1 | Protein kinase B | bs-0115R | 56kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Actin | actin | Ab3280 | 42kDa | Rabbit (polyclonal) | Abcam |
| PKA | cAMP dependent protein kinase alpha catalytic subunit | bs-0520R | 40kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| P-ERK | phospho-Erk1 (Thr202 + Tyr204) | bs-1645R | 43kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| ZAG | Zinc Alpha 2 Glycoprotein | bs-19382R | 32kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| CATSPER | CATSPER | bs-23326R | 90kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| Gelsolin | Gelsolin | bs-1160R | 80kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| ODF2 | Cenexin1 | bs-10309R | 91kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| p-PI3K | phosphorylated Phosphoinositide 3-kinase | bs-5571R | 80kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| p-AKT | phosphorylated AKT | bs-2720R | 56kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |

# Supplementary material for: Alginate oligosaccharides increase boar semen quality by affecting gut microbiota and metabolites in blood and sperm
**Source:** Front Microbiol. 2022 Aug 22;13:982152. doi: 10.3389/fmicb.2022.982152
**Supplement:** SUPPLEMENTARY FIGURE S1 — Sperm metabolite data. (A) PCA of sperm metabolites. (B) Quality control of sperm metabolite data. (C) Enriched pathways of changed sperm metabolites. (D) Correlation of sperm metabolite with each other.

**Table S1** **Composition and nutrient analysis of basal diet**

| Ingredient | Content, % |
| --- | --- |
| Corn | 35.15 |
| Barley | 24.83 |
| wheat | 15.82 |
| Rice bran meal | 9.40 |
| Soybean meal | 7.90 |
| Soybean oil | 2.00 |
| L-lysine | 0.40 |
| Methionine | 0.14 |
| Threonine | 0.24 |
| Ground limestone | 1.44 |
| Monocalcium phosphate | 1.21 |
| Sodium chloride | 0.48 |
| Premix* | 1.00 |
| total | 100 |
| Nutrient, % |  |
| Calculated NE, kcal/kg | 2.24 |
| Crude protein, % | 14.50 |
| Crude fat, % | 3.22 |
| Crude ash, % | 6.18 |
| Crude fiber, % | 4.15 |

*: Premix provided the following minerals per kilogram: 17 mg Cu, 160 mg Fe, 140 mg Zn, 50 mg Mn, 0.50 mg I, 0.50 mg Se, and 0.22 mg Cr.

How the deposited data were processed for this re-analysis (not part of the article)

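Fecal samples of 19 boars, 10 of AOS10 and 9 of CON, were analysed, each from a separate boar. The authors extracted DNA, amplified a variable part of the 16S rRNA gene, sequenced it as paired reads, merged the reads with FLASH, filtered them and removed chimeras with QIIME, grouped them into operational taxonomic units, classified these (the methods name the Greengenes database) and normalized the numbers to the sample with the fewest sequences. The deposited values are fractions of all sequences of a sample, in 6 tables stacked in 1 sheet (class, family, genus, order, phylum and species), with the taxa not listed summed as Others. No other value set by the authors was used apart from the peak areas of the 28 sperm and 18 blood metabolites in Supplementary Tables S4 and S7. All 19 columns of the table were matched to a sample by name.

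The fractions were multiplied to percent. Each table was checked to add up to 1 per sample. The tables give no counts, so the number of sequences per sample is taken as unknown and no interval that needs it is given. The smallest share above 0 was 0.00208% to 0.00456% in AOS10 samples and 0.00220% to 0.00240% in CON samples. Because the values are shares, a large share of 1 taxon lowers all others of that boar. No sequencing batch is given in the sources used here. No 2 boars had the same profile (smallest Bray-Curtis distance 0.0902).

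Before the data were examined, the comparisons, the tests, the lists of genera and the alternatives were fixed. The test of genera for counts was replaced by its planned counterpart for shares, limma 3.58.1 on log2(percent + 0.01), for the 18 genera above 0 in at least 5 samples. Fold changes on this scale understate changes of rare genera. Shares, the Bacteroidetes/Firmicutes ratio, diversity indices and sums over lists were compared with two-sided exact permutation tests over 92378 splits of the boars. Ratios of means have percentile bootstrap intervals from 10000 resamples of boars. Community profiles were compared at the genus level, Others included, by PERMANOVA on Bray-Curtis distances with 9999 permutations and a permutation test of dispersion (vegan 2.7.1, R 4.3.3). The other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Tests of the class, order, family and species tables were added after the data were seen.

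The 8 lists of genera were butyrate producers, lactic acid bacteria and bifidobacteria, saccharolytic Bacteroidetes, fibre degraders, propionate and succinate metabolisers, clostridia and proteobacteria with pathogenic members, methanogenic archaea, and skin and reagent genera. The genus table held 6, 3, 2, 2, 1, 3, 0 and 1 members of them, since it lists 19 genera. The single member of the propionate and succinate list was Phascolarctobacterium, at 1.31% ± 1.64 in AOS10 and 1.21% ± 1.05 in CON (exact permutation p = 0.894), and that of the skin and reagent list was Murdochiella, whose mean difference had an exact permutation p of 0.876. By a rule fixed in advance, the text names each phylum and genus that the paper names for the fecal microbiota, whose values in the paper had been seen, the members of the lists, and, at each claim on metabolites, the pair of each named genus with the largest absolute rho. The rule also asks for 5 genera outside the paper's list, and the table holds none, since it lists the same 19 genera as the paper. The Ruminococcus and Streptococcus correlations and the rare classes were picked after their values were seen.

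Correlations with metabolites were computed as Spearman's rho over boars joined by group and number, with permutation tests of 100000 resamples and Benjamini-Hochberg adjustment over all pairs of a tissue. Within groups, ranks over all boars were centred on the group means and permuted within groups. The mean rho of a genus over the metabolites higher in AOS10 was tested by permuting boars with their metabolites kept together, which was added after the pairs were seen. Pearson's r of the named pairs is on shares and peak areas, and in the alternative on log2(percent + 0.01) and log2(area + 1).

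The limma step was tested on simulated data, 100 sets each of 18 genera with the measured means and spread and 3 genera changed. It called 7.33% of genera changed by 2 fold and 63.0% of those changed by 4 fold, and 0.800% or fewer of unchanged genera. In 20 simulated sets of 100 pairs with 1 true pair each (mean rho 0.766), the correlation step found 12 true and 1 false pairs. The simulated values were otherwise independent and had no group difference. Adjustment there was over fewer pairs than the 532 and 342 of the data, so fewer true pairs may be found in the data. Alternatives changed the denominator, the summary, the scale, the pseudocount, the filter, the distance, the coefficient and the set of boars. Sperm motility and concentration per boar, sperm proteins and the metabolite comparisons themselves were not analysed here.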

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

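All tests of explanations in this part were chosen after the results they bear on were seen. In 16 of 56 groups examined, the highest boar stood apart from the rest of its group by more than Dixon's 95% limit, where chance flags about 1 in 20, that is 2.80 for values of a normal distribution. Shares can be skewed, and whether this accounts for the larger number was not tested.

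In AOS10 boar 3, *Murdochiella* made up 54.4% of all sequences, and this boar was the lowest of its group in 8 of the other 18 genera. With *Murdochiella* taken out of the total it was the lowest in 5, and below the group median in 11 in place of 17. Dilution thus may account for part of the low shares, and whether it accounts for all of them stays open. Reads of skin or reagent bacteria could not be followed as a set, since the genus table holds 1 genus of that list, *Murdochiella* itself. No biological explanation was tested; the other 9 AOS10 boars had at most 0.00488%.

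*Methanobacteria* and *Mollicutes* were lower in AOS10 at an unadjusted p under 0.05, with AOS10 boar 2 apart at 0.0205% for *Methanobacteria* and CON boar 7 apart at 0.0792% for *Mollicutes*. For *Methanobacteria*, dilution by *Murdochiella* is argued against, since with that genus taken out the ratio of means was 0.227 (exact permutation p = 0.0305), and so is a higher detection limit in AOS10 as the whole source, since with each AOS10 share of 0 set to the smallest share above 0 of that boar the ratio was 0.278 (exact permutation p = 0.0430). For *Mollicutes* the same 2 corrections moved the ratio from 0.108 to 0.125 (exact permutation p = 0.0510) and 0.238 (exact permutation p = 0.143). Dilution thus accounts for little of the ratio of this class, and what remains after either correction has a p over 0.05, with a wide spread in CON because of boar 7. Chance stays open for both classes, which did not pass adjustment, as do the diet and the ages of the boars, which were not tested; the label ages do not overlap between the groups but rise by 1 month per sample in listing order, so they are in doubt.

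The positive correlations of *Coprococcus* and *Bifidobacterium* with the increased metabolites could come from the difference between the groups alone, since the metabolites were selected for it. In sperm, the mean rho within groups was 0.102 for *Coprococcus* and 0.00801 for *Bifidobacterium*, and in blood it was -0.0934 for *Coprococcus*; in each case the value over all boars lay inside the range given by shuffling the numbers within groups, consistent with that explanation. In blood, *Bifidobacterium* kept a mean rho of 0.294 within groups, and 0.37 over all boars lay above the shuffled range of -0.03 to 0.34, which argues against the group difference as the whole source. After adjustment over the 19 genera, the within-group value did not pass (adjusted p = 0.155), so a link between *Bifidobacterium* and these metabolites is at most a hypothesis.

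Boars that stood apart in other taxa were AOS10 boar 7 in *Proteobacteria* (16.9%) and *Escherichia* (16.2%), and CON boar 1 in the same 2 taxa (7.50% and 6.98%). CON boar 2 stood apart in *Lactobacillus* (9.41%) and in the *Bacteroidetes*/*Firmicutes* ratio (0.556). AOS10 boar 9 did so in *Prevotella* (6.09%) and *Phascolarctobacterium* (5.65%), AOS10 boar 2 in *Streptococcus* (23.6%), and AOS10 boar 5 in *Lactobacillus* (3.86%). *Ruminococcus* was highest in AOS10 boar 6 (3.97%) and CON boar 10 (4.08%), and *Murdochiella* among CON boars in boar 4 (0.128%).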

How the results depend on the processing

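The alternatives were set in advance, apart from the shares without Murdochiella and the family table, which were chosen after seeing the data. So were all alternatives of the Methanobacteria and Mollicutes shares, the rank test included, and those of the mean rho. They are counted among the values that follow. Of 884 values under another setting or without 1 boar, 826 kept their direction and their side of the threshold, 57 changed direction, 1 count moved, and the cause was not tested; among the shares, ratios and indices none passed its adjusted threshold. limma called 0 genera under each of its settings, with 0 to 2 at an unadjusted p under 0.05, and the exact permutation and Wilcoxon tests also called 0. The group's part of the variation between boars was 0.0741% to 6.93% over the other distances and tables and 4.87% to 7.32% with 1 boar left out, and no permutation p was under 0.172. With shares of the classified sequences alone, the ratio of AOS10 to CON was 1.00 for Firmicutes, 0.892 for Sporobacter. With medians in place of means, the ratio of AOS10 to CON was 0.874 for Sporobacter, 0.963 for Butyricicoccus, 0.874 for Phascolarctobacterium, 2.11 for Lactobacillus, 0.944 for Clostridium_XlVa, 0.874 for the propionate and succinate list. On the log2(share + 0.01) scale, the ratio of AOS10 to CON was 0.929 for Sporobacter, 0.774 for Butyricicoccus, 0.814 for Phascolarctobacterium, 1.46 for Lactobacillus, 1.04 for Streptococcus, 0.814 for the propionate and succinate list. With the replicate number as a block, which drops AOS10 boar 6 for want of a partner, the ratio of AOS10 to CON was 0.874 for Sporobacter, 0.895 for Ruminococcus, 0.888 for the fibre list. Without AOS10 boar 6 alone these 3 ratios are the same, so dropping that boar and not the block turns them. Over the runs with 1 boar left out, the ratio ranged from 0.959 to 1.01 for Firmicutes, 0.679 to 1.44 for Phascolarctobacterium, 0.874 to 1.15 for Sporobacter, 0.945 to 1.18 for Clostridium_XlVa, 0.895 to 1.58 for Ruminococcus, 0.916 to 1.36 for Butyricicoccus, 0.499 to 1.43 for Lactobacillus, 0.679 to 1.44 for the propionate and succinate list, 0.888 to 1.36 for the fibre list, 0.944 to 1.37 for the list with pathogenic members, 0.965 to 1.01 for Shannon index, and from -0.0139 to 6.03 percentage points for the Murdochiella difference, which turns without AOS10 boar 3. The Lactobacillus ratio rises above 1 without CON boar 2, and that of Butyricicoccus falls below 1 without AOS10 boar 8. Without AOS10 boar 3 the Coprococcus ratio was 2.03 (exact permutation p = 0.0129, adjusted p = 0.245). Within groups, 2 pairs of genus and blood metabolite passed adjustment in place of 0, and the mean rho was 0.0498 for Butyricicoccus in sperm and -0.0934 for Coprococcus in blood; without the 2 boars farthest from the median the latter was -0.0232.

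The fecal profiles did not show that equal replicate numbers pair boars across the groups. Same-numbered boars deviated from their group means together (correlation over 0.1) in 4 of 9 pairs, and 1 AOS10 boar correlated best with its own number. So few pairs cannot exclude a paired design. With the number as a block, limma called 0 genera. Tests of counts and rarefaction were not run because the values are shares. The tables give no counts, so the depth is taken as unknown.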

Differences from the paper's values

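The mean rho, the count of positive signs and the means with a 10th boar were chosen after the values were seen. Of 25 values of the paper that could be set beside values here, 2 differed by the rule used. For a ratio of means the rule asks for the same side of 1 and also limits the distance between the values. For a mean share the rule allows the SD between single boars, a wide allowance for means of nearly the same boars, so this count can miss differences. For *Bacteroidetes* the paper's ratio of AOS10 to CON is 1.21, and the value here was 0.452. It differed under all 23 alternatives set before the data were examined, leaving out each single boar included. None of them left out more than 1 boar, so they do not test whether the paper's means are over fewer boars. The paper's Fig. 5B shows a CON mean of about 3.4%, read by eye, where the mean here was 8.43% ± 10.7. CON boars 2 and 7 had 33.4% and 18.3%. The remaining CON boars had 0.706% to 5.67%, a range that holds the figure's value. The CON mean was 5.30% without boar 2 and 7.19% without boar 7, and it rose without any other CON boar. Leaving out either of these boars thus moves the mean toward the figure's value. The paper's text does not say which boars its means hold. The paper's n is 10 per group, and 9 CON samples were analysed here. A 10th CON boar with none of this phylum would bring the mean to 7.58%, so a missing 10th boar alone does not account for the figure's value.

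For *Lactobacillus* the paper's ratio is 1.35, and the value here was 0.665. It did not differ with medians (2.11), on the log2(share + 0.01) scale (1.46) or without CON boar 2 (1.43), and differed under the other 20 alternatives set before the data were examined. Fig. 5D shows a CON mean of about 0.93%, read by eye, where the mean here was 1.78% ± 2.99, and 0.826% without CON boar 2. A 10th CON boar with none of this genus would bring the mean of all to 1.60%, so a missing 10th boar alone does not account for the figure's value. Leaving out CON boar 2 brings the mean close to that value. CON boar 7 had 0.0504%, so leaving it out as well would raise the mean from 0.826% toward the figure's value. Here too no alternative left out more than 1 boar, so a paper mean over fewer boars was not tested.

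The paper states that the *Bacteroidetes*/*Firmicutes* ratio was higher in AOS10. Here the mean ratio was 0.0478 in AOS10 and 0.120 in CON (exact permutation p = 0.268), and the median was also lower in AOS10. CON boars 2 and 7 had 0.556 and 0.245, and no other boar of either group exceeded 0.122. The other CON boars had 0.00781 to 0.0671, and the AOS10 boars 0.0107 to 0.122. The lower mean in AOS10 thus rests on CON boars 2 and 7, and it does not speak against the paper's direction in the other boars. The paper states that increased sperm metabolites correlated positively with *Bifidobacterium*, *Coprococcus* and *Butyricicoccus*. Here this was the sign for 19 and 20 of 21 metabolites for *Bifidobacterium* and *Coprococcus*, and for 9 of 21 for *Butyricicoccus*. The paper describes the sperm metabolites and the blood metabolites as well correlated with the fecal microbiota, and its statistics section gives p < 0.05 as significant for the paper in general. Here 0 of 532 and 0 of 342 pairs passed an adjusted p of 0.05 over all boars, and 28 and 11 had an unadjusted permutation p under 0.05, where numbers shuffled within groups gave medians of 28 and 16. The paper cites Supplementary Tables S10 and S11 for these correlations, and their values were not compared with those here.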

Other observations

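The tests of families and species, of mean rho, and of other splits of the boars were chosen after the results were seen. *Ruminococcaceae*, which hold many fibre degraders and butyrate producers, held 25.7% ± 7.83 in AOS10 and 30.9% ± 5.52 in CON (exact permutation p = 0.115), and *Lachnospiraceae*, the family of *Coprococcus* and *Blautia*, held 20.3% ± 10.2 in AOS10 and 15.8% ± 3.51 in CON (exact permutation p = 0.234). *Coriobacteriaceae*, the other large family of *Actinobacteria* beside the bifidobacteria, held 3.35% ± 2.09 in AOS10 and 2.15% ± 1.38 in CON (exact permutation p = 0.162). *Prevotellaceae* held 1.78% ± 1.71 in AOS10 and 4.09% ± 5.71 in CON (exact permutation p = 0.269), with 17.2% in CON boar 2 and medians of 1.38% in AOS10 and 2.00% in CON. None of the 15 families, 8 orders and 13 tested species passed adjustment, and 0 had an unadjusted p under 0.05 in the exact permutation test.

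At the species level, nearly all *Streptococcus* was *Streptococcus_gallolyticus*, at 5.98% ± 7.17 in AOS10 and 8.92% ± 8.75 in CON (exact permutation p = 0.433). Most *Coprococcus* was *Coprococcus_comes*, at 0.929% ± 0.673 in AOS10 and 0.521% ± 0.215 in CON (exact permutation p = 0.0993). *Oscillibacter_ruminantium* and *Oscillibacter_valericigenes* held 1.02% ± 0.927 in AOS10 and 1.90% ± 2.20 in CON, and 0.724% ± 0.617 in AOS10 and 1.30% ± 1.21 in CON, respectively. *Streptococcus* also had a negative mean rho with the increased blood metabolites, -0.34 over all boars and -0.34 within groups (permutation p = 0.0135 within groups, adjusted p = 0.155 over 19 genera), with -0.53 among CON and -0.03 among AOS10 boars.

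Other splits of the boars into groups of the same sizes were set beside the test of genera. The real split gave 0 genera at an adjusted p under 0.05 in limma and the highest of the others gave 1. Any split gives at least 0, so that all 100 splits do so, the real one included, decides nothing.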
